A study of Schizosaccharomyces pombe with 21 samples. Its data were reported in "Factors governing the transcriptome changes and chronological lifespan of fission yeast during phosphate starvation" (2024).

How the data were processed

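Poly(A)+ RNA was sequenced from fission yeast (*Schizosaccharomyces pombe*) cells that lack the paralogous genes *ecl1*, *ecl2* and *ecl3* (*ecl123*Δ). Cells in logarithmic growth in YES, a rich medium based on yeast extract, were sampled at 0 h. They were then moved to ePMGT(−PO4), a defined glutamate medium with thiamine and without phosphate, and were sampled early (4, 8 and 12 h) and late (24, 36 and 48 h). The labels give 3 biological replicates at each of the 7 time points, 21 samples in all, and each sample took its group from its label.

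Per the labels, strand-specific libraries were prepared from poly(A)+ RNA and sequenced in paired-end mode on an Illumina NovaSeq instrument. According to the submitters' processing notes and the study's methods, reads were mapped with HISAT2 2.1.0, converted with SAMtools and counted over PomBase exons with HTSeq 0.10.0 on the ASM294v2 genome, and time points were compared in DESeq2. The strand setting of the counting is not given in the sources used here, so the values of a gene and an antisense partner that overlap it cannot be assumed to be separate. Reads shared by paralogues, such as the duplicated ribosomal protein genes, are likewise uncertain.

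The authors deposited a table for each comparison of a starvation time with 0 h. The deposited tables hold the authors' mean normalised count of each time point (a signal on the scale of read counts divided by size factors), the log2 fold change against 0 h with its standard error on the log2 scale, the Wald statistic (a score), the p-value and the Benjamini-Hochberg adjusted p-value, all as the authors computed them in DESeq2. Values for single libraries were not used here. For the comparisons with 0 h no new test per gene was therefore made: the authors' log2 fold change, SE and adjusted p were taken as they stand, and a gene was called when its adjusted p was at or under 0.05 and its change at least 2-fold. This is the fallback fixed before the data were examined for the case that tables hold comparison columns only. The log2 ratio of the deposited means and the deposited log2 fold change differed by at most 0.043 among genes with both means of at least 10. A column with a mean over all libraries of the authors' fit differed from the mean of the 7 time points by a median of 5.66%, so that fit held libraries beyond the 21 analysed here. That column was not used, and expression level was taken as the mean of the 7 means.

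Of 6988 genes listed, 6740 had a test at all 6 times, among them 5087 protein-coding genes. Of the others, 245 had no log2 fold change and 3 had a log2 fold change without a p-value. Gene names, product names and classes came from the RefSeq annotation of assembly ASM294v3, to which 6836 identifiers matched by locus tag and 12 by a synonym, while 140 did not match. Because that assembly is not the authors' build, it served only for names, products, classes and for which genes neighbour or overlap each other, and no coordinate is printed.

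Depth per library was estimated from the means. The smallest steps between low means give the size factors of the 3 libraries of each time point, without saying which replicate each belongs to. These ran from 0.804 to 1.32, and 100% of the means below 2 were sums of whole reads within a tolerance of 1e-06. The size factors and the summed means gave about 21100000 to 25900000 counted reads per library, as an average at each time point. Whole reads per library could not be rebuilt for most genes: a single set of 3 counts fitted the 0 h mean for 97 of 100 sampled genes with a mean of 100 to 300, for 88 of 100 with a mean of 300 to 1000 and for 0 of 100 with a mean of 1000 to 3000, and 3699 genes had a 0 h mean of at least 1000. No count test was run on rebuilt reads.

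The 33 gene lists were fixed before the data were examined, from textbook knowledge of symbol families and, for the phosphate mobilisation, Pho7-dependent and medium shift lists, from what the study found in libraries of other strains or media. The lists cover the deleted genes, the PHO regulon and its lncRNAs, phosphate mobilisation, Pho7-dependent genes, genes raised or lowered by the move to ePMGT with phosphate, autophagy, vacuolar proteases, proteasome, large and small cytosolic ribosomal subunits, mitochondrial ribosome, ribosome assembly, translation factors, tRNA modification, aminoacyl tRNA synthetases, RNA polymerase I and III machinery, DNA-binding transcription factors, stress response, iron regulon, mating, meiosis, histones, S phase, mitosis, TCA cycle and respiration, glycolysis, hexose transporters, mitochondrially encoded genes, RNAs that normally lack a poly(A) tail and annotated non-coding RNAs. After the data were seen, members of 7 lists were corrected from the product names of the reference, and never from values, and the lists as first written were kept as an alternative. For each list and time, calls in each direction were compared with the other genes tested by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over lists and both directions within a time. The list's median log2 fold change was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. A second count used p-values adjusted over the list alone.

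Starvation-responsive genes were defined after the study, with 0 h of *ecl123*Δ as the reference where the study's methods name 0 h of the wild type: called in the same direction at 2 or more consecutive time points, with a mean normalised count of at least 100 at that time for a rise and at 0 h for a fall. The comparison of 48 h with 4 h is the difference of the authors' log2 fold changes, which share the 0 h libraries. After the data were seen, an approximate Wald test of this difference was added, with each gene's dispersion rebuilt from the deposited standard errors. On simulated counts of 6448 genes for that comparison, its adjusted p was at or under 0.05 for 90% of 100 genes changed 2-fold, 97% of 100 genes changed 4-fold and 0.128% of 6248 unchanged genes. The counts of genes called by this test below also require a difference of at least 2-fold, which these rates leave out. The simulated standard errors were made from the known dispersion, so these rates do not show how well dispersion is rebuilt from the authors' standard errors. In a simulation of list tests at 4 h, the 1 list with planted changes and 0 of 30 random lists were called. Its genes varied independently, so it does not cover lists whose members change together. Fisher's exact test and the random lists also treat genes as independent, and their results do not measure variation between cultures.

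The genes named in the text follow a rule fixed before the data were examined. It takes all members of the deleted genes, the PHO regulon and the PHO regulatory lncRNAs, and up to 4 called members of every other list with the largest change in the list's main direction, with up to 2 in the other, at 4 h and at 48 h. It adds the 8 protein-coding genes with the largest rise and the 8 with the largest fall at both times among those past the mean-count minimum of 100, *maf1*, *brf1*, *bdp1*, *atg1*, *atg12*, *ste11* and *stb3*, and the gene with the largest change between 4 h and 48 h in each direction. Not every gene that this rule takes is named in the text, and the result for 1 of them is withheld and not reported here. Alternatives were another fold or adjusted p threshold, the mean-count minimum, centring on the median gene or the median protein-coding gene, protein-coding genes only, other definitions of a responsive gene, and other list membership. Analyses that need values per library were left out. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.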

Results

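The transcriptome of *ecl123*Δ cells was followed through 48 h of phosphate starvation, to learn which RNAs change when cells without the Ecl proteins run out of phosphate. The Ecl proteins are small proteins named for an extended chronological lifespan. There were 21 poly(A)+ RNA-seq samples, with 3 biological replicates at 0 h in rich medium and 3 at each later time in medium without phosphate, early (4, 8 and 12 h) and late (24, 36 and 48 h). Libraries held about 21100000 to 25900000 counted reads, as estimated from the deposited means. Every comparison with 0 h combines the loss of phosphate with the change from YES to ePMGT. No wild-type cells are among these samples, so they cannot show which changes come from the loss of the Ecl proteins. Log2 fold changes are given ± SE, both as the authors fitted them over 3 replicates per time point.

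The deleted genes were examined first. *ecl3* (SPBC8E4.12c) was listed at 0 at 0 h, and its mean normalised count in the authors' deposited table reached at most 3.67, at 36 h. *ecl1* (SPCC70.12c) had means of 4095 at 0 h and 1472 at 48 h in the authors' deposited table, and *ecl2* (SPBP35G2.16c) had means of 2326 and 1934. Of the 3 genes 0 were called at 4 h and 1, *ecl1*, was called lower at 48 h, at −1.48 ± 0.12 in the authors' deposited table (Fisher's exact test for the list, adjusted p = 0.55). Counts over whole exons can include transcribed sequence that a deletion leaves in place, so the values of *ecl1* and *ecl2* do not check the genotype. The near absence of *ecl3* reads at all 7 time points bears on the deletion of *ecl3* only.

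At 4 h, 997 of the genes tested were called higher and 857 lower than at 0 h. These numbers were 1545 and 1038 at 8 h, 1551 and 1027 at 12 h, 1702 and 1126 at 24 h, 1561 and 1148 at 36 h, and 1712 and 1210 at 48 h. Among protein-coding genes, falls outnumbered rises at each of these times, with 620 higher and 681 lower at 4 h and 903 higher and 1106 lower at 48 h. From 12 h on this order depends on the scaling. Centred on the median protein-coding gene, 830, 844, 903 and 887 genes of all classes were lower at 12, 24, 36 and 48 h. These are fewer than the 846, 902, 908 and 903 protein-coding rises, to which that upward shift can only add. At 4 h and 8 h such counts do not decide the order. In all, 1493 genes rose and 1254 fell at 2 or more consecutive times with the mean-count minimum, 3 of them in both directions. Unchanged groups simulated against a shared simulated 0 h group gave 0 such genes in either direction. Few calls are possible when no gene changes, so this does not measure what shared 0 h libraries add among changed genes. Of the responsive genes that rose, 813 were first called at 4 h and 439 at 8 h, and of those that fell, 647 and 333.

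**Figure D1:**
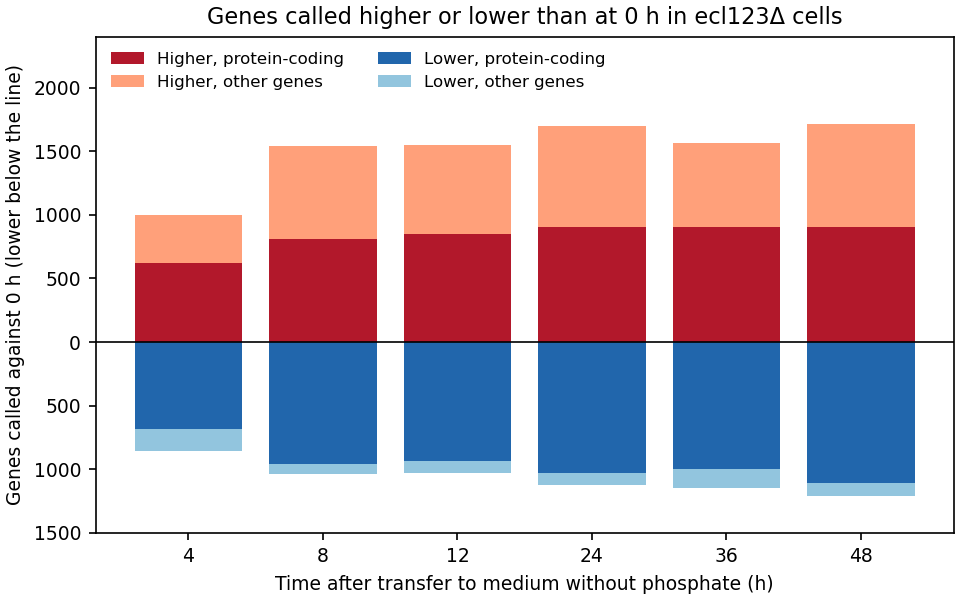
Number of genes called higher (above the line) or lower (below the line) than at 0 h in *ecl123*Δ cells at each time in hours after transfer to medium without phosphate, with protein-coding and other genes stacked in separate colours. Higher calls increase from 997 at 4 h to 1545 at 8 h, and most called genes outside the protein-coding class are higher.

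After 4 h the phosphate acquisition genes had risen. All 3 genes of the PHO regulon rose (Fisher's exact test, adjusted p = 0.0077): in the authors' deposited table *tgp1*, a glycerophosphodiester transporter (SPBC1271.09), had a log2 fold change of 6.71 ± 0.14 and *pho84*, a phosphate transporter (SPBC8E4.01c), of 2.03 ± 0.09. The mRNA of *pho1*, a cell-surface acid phosphatase (SPBP4G3.02), rose 8.46-fold in the authors' deposited table. Of 34 genes for phosphate mobilisation, 21 rose and 0 fell (adjusted p = 2.7e-09). Those with the largest rises included SPBPB2B2.06c and SPAC1039.02, which the study describes as genes for extracellular nucleotidases, higher 168-fold and 16.6-fold in the authors' deposited table. Both are also in the list of genes that the move to phosphate-replete ePMGT raises. Of 19 genes whose rise in starvation depended on the transcription factor Pho7 in the study, 17 rose (adjusted p = 7.0e-12). The study chose them among genes that rose in starved wild-type cells, so this result partly restates that choice. The 19 include *ecl3*, which is deleted in this strain. Both of these lists, like the medium shift lists below, were fixed by the study on libraries of other strains or media. The study reports phosphate mobilisation genes as raised in starved cells of other strains. The result for that list may therefore also partly restate how its members were chosen. The 3 lncRNAs that run through the PHO promoters and repress these mRNAs went the other way, and all 3 fell (adjusted p = 0.0050). The log2 fold changes in the authors' deposited table were −1.61 ± 0.09 for *prt2*, upstream of *pho84*, −1.43 ± 0.18 for *nc-tgp1* and −1.37 ± 0.27 for *nc-pho1*.

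Genes of autophagy also rose by 4 h, 20 of 34 with 0 lower (adjusted p = 2.0e-08). In the authors' deposited table the log2 fold change was 3.49 ± 0.15 for *fun14*, 3.17 ± 0.10 for the vacuolar protease gene *isp6*, 1.85 ± 0.09 for *atg101*, 1.70 ± 0.08 for the mitophagy receptor gene *atg43* and 1.63 ± 0.13 for the kinase gene *atg1*, while *atg12* stood at 0.71 ± 0.21. Of 6 vacuolar protease genes 3 rose (adjusted p = 0.069), among them *psp3* at 1.57 ± 0.08 and *ape4* at 1.41 ± 0.06 in the authors' deposited table, and 0 of 35 proteasome genes were called in either direction, fewer than among other genes (adjusted p = 0.014 for rises and 0.031 for falls).

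Environmental genes formed a further group at 4 h. Of 32 stress-induced genes 22 rose and 0 fell (adjusted p = 4.6e-11), and the authors' deposited table lists log2 fold changes of 5.60 ± 0.11 for the metallothionein gene *zym1*, 4.93 ± 0.13 for *fbp1* (fructose-1,6-bisphosphatase), 4.77 ± 0.09 for the heat shock protein gene *hsp16* and 4.48 ± 0.10 for *tms1*. Of the 72 genes that the move to phosphate-replete ePMGT raises, 50 rose and 1, the hexose transporter gene *ght5*, fell (adjusted p = 9.3e-25), so 50 of the 997 rises at 4 h belong to this list. They included *urg1* at 6.92 ± 0.14 and *urg2* at 5.63 ± 0.10 in the authors' deposited table. Of the 5 genes that this move lowers, 2 fell, the peptide transporter gene *ptr2* at −2.02 ± 0.14 and SPBPB10D8.03 at −2.07 ± 0.43 in the authors' deposited table (adjusted p = 0.18 for the list). In the iron regulon 8 of 20 genes rose and 1 fell (adjusted p = 0.012), with *mmt1* at 3.09 ± 0.12, *fio1* at 2.71 ± 0.14 and *fip1* at 2.53 ± 0.13 in the authors' deposited table against −2.09 ± 0.04 for *rli1*. Without the 10 members that also belong to the medium shift, 2 of the remaining 10 rose and the list was no longer called, with a median of 0.56 in place of 0.70.

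Genes for mating and meiosis rose in part at 4 h. Among 27 mating and pheromone genes 10 rose and 1, *mam4*, fell (adjusted p = 0.0084), and this call was lost when genes that sit in more than 1 list were left out, with 6 of 22 still higher and a median log2 fold change of 0.72 in place of 0.88. The RNA-binding regulator gene *mei2* had a log2 fold change of 2.48 ± 0.12 and *ste7* of 2.65 ± 0.13 in the authors' deposited table. Of 136 genes of meiosis and sporulation 44 rose and 5 fell (adjusted p = 1.2e-06), including *mug147* at 6.32 ± 0.14 and *mug14* at 4.09 ± 0.10 in the authors' deposited table, while *meu18* was at −2.81 ± 0.12. Of 55 genes for DNA-binding transcription factors 11 rose and 1, *grt1*, fell, a share of rises not different from that of other genes (adjusted p = 0.33). Members that rose included *stb3* at 4.89 ± 0.09, *ste11*, the regulator of sexual differentiation, at 1.87 ± 0.14, *fil1* at 1.54 ± 0.10 and *map1* at 1.35 ± 0.12 in the authors' deposited table.

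The protein synthesis machinery fell at 4 h. Of the genes for ribosomal proteins, 82 of 83 of the large subunit (adjusted p = 2.5e-72) and 55 of 55 of the small subunit (adjusted p = 2.5e-49) were lower, with median log2 fold changes of −2.56 and −2.46, below all 10000 random lists matched on expression. The largest falls in the authors' deposited table were −4.36 ± 0.08 for *rpl1603*, −4.34 ± 0.34 for *rpp203* and −4.13 ± 0.16 for *rpl3002* in the large subunit, and −3.72 ± 0.15 for *rps1402* in the small one. Ribosomal protein mRNAs made up 21.1% of the summed mean counts at 0 h and 4.78% at 4 h. Of 126 ribosome assembly genes 119 fell and 0 rose (adjusted p = 3.2e-98), including the helicase genes *dbp3* at −3.00 ± 0.07 and *has1* at −2.61 ± 0.09 in the authors' deposited table. Of 43 translation factor genes 34 fell (adjusted p = 3.8e-22), for example *tif1*, which encodes eIF4A, at −2.58 ± 0.06 and the RACK1 gene *cpc2* at −2.40 ± 0.09 in the authors' deposited table. Mitochondrial ribosomal protein genes were mostly not called, with 1 of 77 higher and 3 lower (adjusted p = 0.00047 for rises, which were fewer than among other genes).

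Genes for RNA polymerases I and III and for tRNA processing and charging followed the same direction. Of 14 genes for RNA polymerase I 8 fell (adjusted p = 0.00039), with the large subunit gene *nuc1* at −2.20 ± 0.07 in the authors' deposited table. Of 21 genes for RNA polymerase III 10 fell, among them *rpc40* at −2.15 ± 0.08 and *rpc11* at −2.11 ± 0.08 in the authors' deposited table (adjusted p = 0.00039), and 1 rose, the repressor gene *maf1* at 1.93 ± 0.08. The TFIIIB genes *brf1* and *bdp1* stood at 0.72 ± 0.09 and 0.11 ± 0.10 in the authors' deposited table, below 2-fold. Of 58 genes for tRNA modification and processing 31 fell and 0 rose (adjusted p = 8.2e-13), and *sla1* and *pus1* were at −2.39 ± 0.12 and −2.08 ± 0.11 in the authors' deposited table. Among 35 genes for aminoacyl tRNA synthetases, the enzymes that charge tRNAs, 13 fell at 4 h (adjusted p = 0.00070), by log2 changes of −2.40 ± 0.08 for the prolyl enzyme *prs1* and −1.71 ± 0.07 for the arginyl enzyme *mrs1* in the authors' deposited table.

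Lists of central metabolism and of the cell cycle were not called at 4 h. Of 40 genes of the TCA cycle and respiration 10 rose and 0 fell, a share not different from other genes (adjusted p = 0.11), although the list's median of 0.84 lay above 99.99% of matched random lists. *mdh1* (malate dehydrogenase) was at 2.15 ± 0.07 in the authors' deposited table. Of 16 glycolysis genes 4 rose (adjusted p = 0.35), namely *pdc201* at 5.08 ± 0.11, *eno102* at 4.87 ± 0.14, *gpd3* at 4.50 ± 0.10 and *pgk1* at 1.26 ± 0.11 in the authors' deposited table. Among 8 hexose transporter genes *ght3* rose, at 2.78 ± 0.23 in the authors' deposited table, and *ght5* fell, at −1.40 ± 0.26 (adjusted p = 1 in both directions). Of 27 genes of mitosis and cell separation (adjusted p = 0.064 for falls and 0.043 for rises, the latter fewer than among other genes) and of 11 histone genes (adjusted p = 0.45) 0 were called, and 1 of 24 S phase genes, *mik1*, fell, at −1.45 ± 0.11 in the authors' deposited table (adjusted p = 0.43).

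Across the genome, the protein-coding genes with the largest rises at 4 h included the L-lactate dehydrogenase gene SPAPB1A11.03, with a log2 fold change of 8.93 ± 0.34, SPAPB1A11.02 at 6.62 ± 0.37, *lsd90* at 6.11 ± 0.15 and *ddr48* at 5.99 ± 0.24 in the authors' deposited table. Among protein-coding genes past the mean-count minimum the largest fall, −4.50 ± 0.14 in the authors' deposited table, was that of *apt1* (adenine phosphoribosyltransferase), and other large falls included SPBPB8B6.05c (L-asparaginase) at −4.07 ± 0.14, the ribosomal protein gene *rpl1002* at −3.82 ± 0.17 and *pan5* at −3.75 ± 0.36. Of 1398 annotated non-coding RNAs 351 rose and 141 fell (adjusted p = 1.2e-29 for rises), among them SPNCRNA.935 at 7.13 ± 0.12 and SPNCRNA.1461 at −4.94 ± 0.23 in the authors' deposited table. The reference describes SPNCRNA.935 as a possible alternative UTR. Of 214 tRNA, rRNA, snRNA and snoRNA genes 15 rose and 33 fell (adjusted p = 0.33 for falls), and the 11 mitochondrially encoded genes were listed at 0 at all times. Adjusted over the list alone, counts at 4 h were the same for 30 of 32 lists, and 349 non-coding RNAs rose and 139 fell, with 10 and 30 for the tRNA, rRNA, snRNA and snoRNA genes.

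After 48 h the rises of the PHO regulon were still present. All 3 genes were called (adjusted p = 0.030), with log2 fold changes of 6.93 ± 0.14 for *tgp1*, 2.81 ± 0.09 for *pho1* and 2.58 ± 0.09 for *pho84* in the authors' deposited table. Of the phosphate mobilisation genes 19 of 34 rose (adjusted p = 0.00053), including a second phosphate transporter gene, *pho841*, at 2.98 ± 0.10 in the authors' deposited table. As at 4 h, this list may partly restate how the study chose its members. Of 19 Pho7-dependent genes, which the study chose for a rise in starved wild-type cells, 16 rose (adjusted p = 6.5e-07), with the deleted *ecl3* counted among the 19. Of the PHO lncRNAs, *nc-tgp1* was now higher than at 0 h, at 1.49 ± 0.17 in the authors' deposited table, while *nc-pho1* at 0.65 ± 0.25 and *prt2* at 0.44 ± 0.08 were within 2-fold of 0 h (adjusted p = 1 for rises of the list). Autophagy genes remained a raised group, with 21 of 34 higher (adjusted p = 2.9e-05), and *atg43* at 3.63 ± 0.08, *fun14* at 3.37 ± 0.15, *atg101* at 2.83 ± 0.08, *atg12* at 2.80 ± 0.21 and *atg1* at 1.47 ± 0.13 in the authors' deposited table. Of 6 genes listed as vacuolar proteases 4 rose and *sxa1*, which is also in the mating list, fell (adjusted p = 0.065). Of 35 proteasome genes 0 were called (adjusted p = 0.00016 for rises and 0.0037 for falls, both fewer than among other genes).

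**Figure D2:**
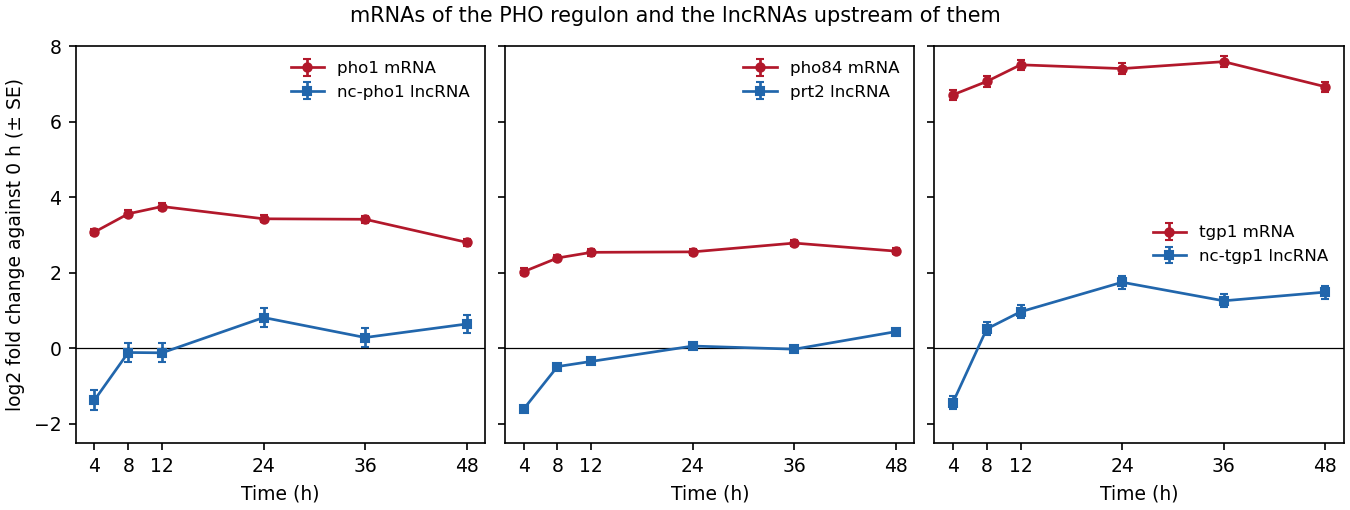
Log2 fold change against 0 h, with error bars of 1 SE from the authors' fits, of the 3 PHO mRNAs (red circles) and of the lncRNA upstream of each (blue squares), against time in hours. In the authors' deposited table the mRNA of *tgp1* lies at 6.71 at 4 h and 6.93 at 48 h, while its lncRNA *nc-tgp1* goes from −1.43 to 1.49.

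Fewer ribosomal protein genes were lower at 48 h than at 4 h. Of the large subunit 47 of 83 fell and 1 rose (adjusted p = 2.2e-14), and of the small subunit 34 of 55 fell (adjusted p = 4.0e-12), with medians of −1.12 and −1.17. In the authors' deposited table *rpl1002* was at −2.65 ± 0.17 and *rps101* at −2.05 ± 0.10, and the gene that rose, *rpp202*, at 1.22 ± 0.30. Ribosomal protein mRNAs made up 12.7% of the summed mean counts. Of 126 ribosome assembly genes 78 fell (adjusted p = 4.3e-27), among them *dbp3* at −2.96 ± 0.07 and *urb2* at −2.27 ± 0.12 in the authors' deposited table. Of 43 translation factor genes 35 fell (adjusted p = 2.7e-18), led in the authors' deposited table by *tif213* (eIF2 gamma) at −3.16 ± 0.08 and *cpc2* at −2.47 ± 0.09, while *tif1102* rose, at 1.74 ± 0.11. Of 35 aminoacyl tRNA synthetase genes 26 fell (adjusted p = 3.9e-12) with a median of −1.55, and the asparaginyl enzyme *nrs1* was lowest at −2.68 ± 0.08 in the authors' deposited table, next to *prs1* at −2.22 ± 0.08 and the tyrosyl enzyme *yrs1* at −2.21 ± 0.07. Of 58 tRNA modification genes 23 fell and *trm7* rose (adjusted p = 0.00026), and of 77 mitochondrial ribosomal protein genes 5 rose and 6 fell (adjusted p = 0.00011 and 0.030, both fewer than among other genes).

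For RNA polymerase I the list was no longer called at 48 h, with 5 of 14 genes lower (adjusted p = 0.23), although *nuc1* stayed at −1.99 ± 0.07 in the authors' deposited table. Of 21 RNA polymerase III genes 9 fell (adjusted p = 0.014), for example *rpc82* at −1.49 ± 0.07 in the authors' deposited table, and 3 rose: *brf1* at 1.79 ± 0.09, *maf1* at 1.71 ± 0.08 and *bdp1* at 1.58 ± 0.09. This list was not called once changes were centred on the median protein-coding gene, which left 5 members lower and a median of −0.41 in place of −0.62. DNA-binding transcription factor genes numbered 19 higher and 6 lower of 55 (adjusted p = 0.18), with *stb3* at 3.83 ± 0.09, *fil1* at 2.68 ± 0.10 and *mbx2* at 2.64 ± 0.12 against *grt1* at −3.10 ± 0.28 in the authors' deposited table. The mRNA of *ste11* was 4.36-fold higher in the authors' deposited table.

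Cell cycle genes, few of which were called at 4 h, had fallen in part by 48 h. Of 24 S phase genes 12 fell (adjusted p = 0.00091), with *mik1*, an inhibitor of mitotic entry, at −4.14 ± 0.15 and the replication licensing genes *cdt1* and *cdc18* at −2.78 ± 0.12 and −2.34 ± 0.12 in the authors' deposited table, and 1 rose, the ribonucleotide reductase inhibitor gene *spd1*, at 2.65 ± 0.14. Of 27 genes of mitosis and cell separation 11 fell and 3 rose (adjusted p = 0.0096 for falls), and *adg1* at −5.30 ± 0.17 had the largest fall in the authors' deposited table among protein-coding genes past the mean-count minimum, with *adg2* at −3.56 ± 0.16 and the septum glucanase gene *eng1* at −3.15 ± 0.14. Of 11 histone genes 3 rose and 1 fell (adjusted p = 1 and 0.79). In the authors' deposited table *hhf2* was at 2.69 ± 0.07 and *hht2* at 2.15 ± 0.06, *hht3* was 4.28-fold higher, and *hht1* was at −1.14 ± 0.09.

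As lists, stress and medium genes were also raised at 48 h, but 4 stress genes and 11 medium genes were called lower than at 0 h, against 0 and 1 at 4 h. Of 32 stress genes 22 rose and 4 fell (adjusted p = 1.4e-06), and the authors' deposited table lists *zym1* at 8.23 ± 0.11, *fbp1* at 7.67 ± 0.13 and *hsp16* at 5.73 ± 0.09. Of the medium shift genes 42 of 72 rose and 11 fell (adjusted p = 1.9e-08), or 2.45% of all rises, a list fixed by the study on libraries of other media. That list came from wild-type cells followed for 8 h at most, so it does not give the share of the medium in the 48 h changes. Its risen members included the transporter gene *str3* at 7.20 ± 0.39 in the authors' deposited table, while *sam1* (S-adenosylmethionine synthetase) fell 5.64-fold. Of the 5 genes that the move lowers, 2 fell (adjusted p = 0.30). In the iron regulon 10 of 20 genes rose and 1 fell (adjusted p = 0.032), with *shu1* at 8.69 ± 0.32 in the authors' deposited table, and without the medium shift members 4 of 10 rose and the list was not called, with a median of 0.64 in place of 1.08. Mating genes numbered 11 higher and 2 lower of 27 (adjusted p = 0.12), including the M-factor gene *mfm1* at 6.94 ± 0.39 in the authors' deposited table, and meiosis genes 60 higher and 21 lower of 136 (adjusted p = 7.8e-06), including *mug108* at 7.15 ± 0.19.

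Respiratory genes were called as a list at 48 h, with 19 of 40 higher and 0 lower (adjusted p = 0.0063), and cytochrome oxidase genes *cox8* and *cox7* stood at 2.84 ± 0.22 and 2.70 ± 0.23 in the authors' deposited table. Of 16 glycolysis genes 3 rose, *pdc201* at 8.81 ± 0.11, *eno102* at 6.56 ± 0.14 and *gpd3* at 5.85 ± 0.10 in the authors' deposited table, and *hxk2* fell, at −1.34 ± 0.09 (adjusted p = 0.85 for rises). Among 8 hexose transporter genes 2 rose and 3 fell, including *ght5* at −1.82 ± 0.26 in the authors' deposited table (adjusted p = 1 and 0.23). Further protein-coding genes with large rises included SPBPB21E7.10 at 9.39 ± 0.73, *hsp3105* at 8.71 ± 0.37, *hhy1* at 8.23 ± 0.17 and the thiamine-regulated gene *nmt1* at 8.10 ± 0.26 in the authors' deposited table, from 0 h means as low as 1.40 for the first. SPBC1348.08c, also among the largest rises, was listed at 0 at 0 h and had a mean of 115 at 48 h in the authors' deposited table. Large falls were also seen in the authors' deposited table for *pan5* at −5.09 ± 0.37, the sorbose reductase gene SPAC8E11.10 at −4.61 ± 0.12, the biotin transporter gene *vht1* at −3.86 ± 0.07 and the spermidine synthase gene *srm1* at −3.61 ± 0.08. Of 1398 non-coding RNAs 717 rose and 93 fell (adjusted p = 4.6e-123), and of 214 tRNA, rRNA, snRNA and snoRNA genes 73 rose and 8 fell (adjusted p = 0.0085), a call that was lost with centring on the median protein-coding gene, although the counts stayed the same and the median went from 1.93 to 2.14. Adjusted over the list alone, counts at 48 h were the same for 30 of 32 lists, and 715 non-coding RNAs rose, with 68 higher and 7 lower for the tRNA, rRNA, snRNA and snoRNA genes.

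The comparisons at 8, 12, 24 and 36 h filled in the course between these times. Autophagy genes reached 25 of 34 higher at 8 h and at 12 h, and 22 and 23 at 24 and 36 h. Aminoacyl tRNA synthetase genes were lower for 22 of 35 at 8 h and at 12 h and for 25 at 24 h and at 36 h, against 13 at 4 h. Ribosomal protein genes of the large subunit were lowest at 8 h, with a median log2 fold change of −2.91, and then stood at −2.15 at 12 h, −1.26 at 24 h and −1.34 at 36 h. Of the small subunit the medians were −2.77 at 8 h and −1.40 at 36 h. Respiratory genes rose for 16 of 40 at 8 h (adjusted p = 0.028) and for 23 at 36 h (adjusted p = 1.2e-05). In the authors' deposited table *brf1* was first called at 8 h, at 1.41 ± 0.09, and *bdp1* at 24 h, at 1.49 ± 0.09. Adjusted over the list alone, counts were the same for 30 of 32 lists at 8, 12 and 24 h and for 29 at 36 h. Of the 1254 responsive genes that fell, 405 had their largest change at 8 h and 376 at 48 h, and of the 1493 that rose, 533 had it at 48 h.

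**Figure D3:**
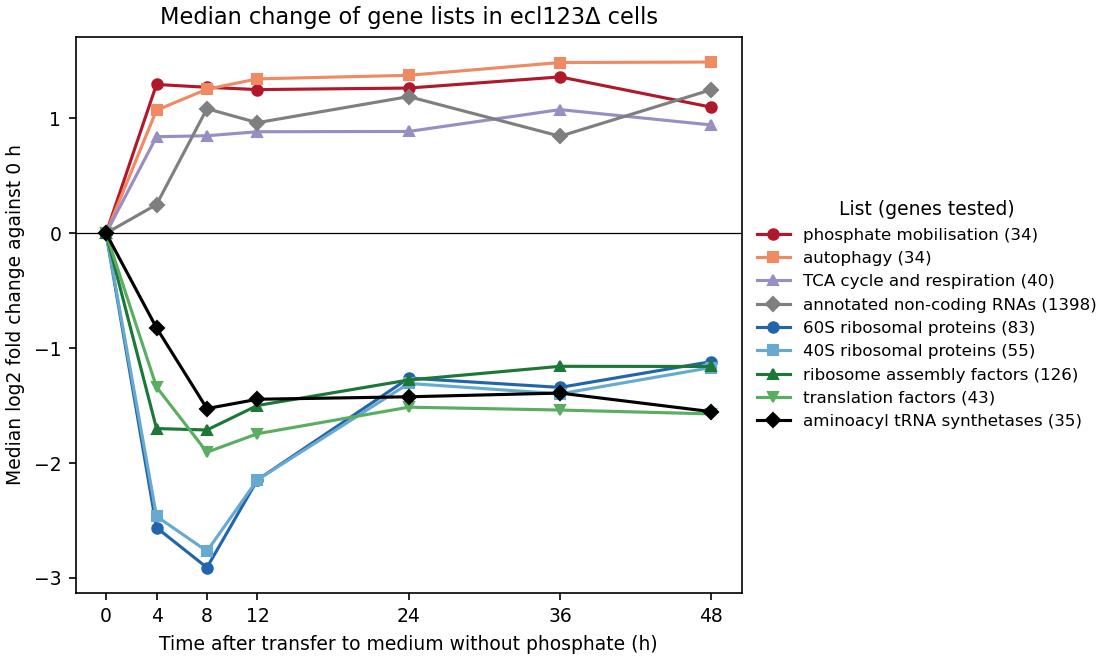
Median log2 fold change against 0 h of 9 gene lists (number of genes tested in brackets) against time in hours after transfer to medium without phosphate, with 0 h set to 0. Ribosomal proteins of the large subunit go from −2.91 at 8 h to −1.12 at 48 h, while aminoacyl tRNA synthetases stay near their 8 h median of −1.53, at −1.55 at 48 h.

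The last comparison separated early from sustained changes by setting 48 h against 4 h. Of the genes tested 1411 were higher and 619 lower at 48 h by at least 2-fold, of which 593 and 515 were protein-coding. The approximate Wald test added after the data were seen called 1205 higher and 591 lower. It called 67 of 83 genes of the large and 39 of 55 of the small ribosomal subunit higher at 48 h than at 4 h and 0 lower. For aminoacyl tRNA synthetases it called 0 higher and 2 lower by at least 2-fold, while only 2 of 35 had a higher value at 48 h than at 4 h and the median change was −0.64, for S phase genes 1 higher and 7 lower, for mitosis and cell separation 1 higher and 10 lower, and for genes of the medium shift 10 higher and 31 lower. The gene with the largest difference downward was *alr2* (alanine racemase), whose mean in the authors' deposited table went from 324 at 0 h to 10882 at 4 h and 81.3 at 48 h. The largest difference upward was that of the non-coding RNA SPNCRNA.1166, listed at 0 at 4 h, with a mean of 67.7 at 48 h in the authors' deposited table. Among genes with a mean of at least 100 at either time, a choice made after the values were seen, it was that of *psu2* (beta-glucosidase), with means of 18.2 at 4 h and 4448 at 48 h in the authors' deposited table.

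Of the 997 genes called higher at 4 h, 80.8% were also higher at 48 h, and of the 857 called lower, 498 or 58.1% were also lower. Lists of these sizes drawn independently would share 253 (25.4%) and 154 genes. Unchanged groups simulated against a shared simulated 0 h group shared 0, but with no gene changed few calls are possible, so that 0 does not bear on the overlap of called genes. Part of the excess over independent lists may come from the shared 0 h libraries, which could not be split. Centring on the median protein-coding gene, which lay at −0.03 at 4 h and −0.21 at 48 h, would move the 48 h calls from 1712 higher and 1210 lower to 1957 and 887.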

Values the study reported

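For *ecl123*Δ cells the study reported rises of mRNAs for 22 autophagy proteins, 22 proteins of phosphate dynamics and 21 RNA polymerase II transcription factors. It reported falls of mRNAs for 47 proteins of the large and 35 of the small ribosomal subunit, 116 ribosome assembly factors, 29 tRNA biogenesis factors and 45 translation factors. It also gave 25 aminoacyl tRNA synthetase mRNAs as lower, by 2- to 8-fold. The study described this fall as reaching more synthetases than in wild-type or *pho7*Δ cells, and the major changes as resembling those of starved wild-type cells.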

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

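The approximate Wald test of 48 h against 4 h was chosen after the data were seen, as were the tests below on RNAs without a poly(A) tail and on the scaling of ribosomal proteins. In total 41 genes were called in opposite directions against 0 h at 4 h and at 48 h and differed between these times in that test. Among the named genes there were 5, and each differed between times in direction against 0 h. The log2 difference of 48 h minus 4 h was −7.06 for *alr2*, −3.80 for the amino acid permease gene *aat1*, 2.92 for *nc-tgp1*, 7.93 for *psu2* and 2.88 for the ribosomal P2 protein gene *rpp202*.

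More annotated non-coding RNAs rose than fell, 351 against 141 at 4 h and 717 against 93 at 48 h. A scaling of the libraries is argued against, because the median log2 fold change at 48 h, 1.25, lay at percentile 100 among 10000 random lists of protein-coding genes matched on expression, whose medians ran from 0.13 to 0.31 over their middle 95%. Transcription that runs on from a risen gene upstream would need such a gene there. Among 126 risen non-coding RNAs with a protein-coding gene upstream on the same strand within 1000 bases, 29.4% had one (95% interval 21.6% to 38.1%). Among those that did not rise it was 19.6% (Fisher's exact test, p = 0.067). The 126 are only part of the 717 that rose, and run-on from an upstream gene that did not rise was not tested and stays open. Genes further upstream were not examined. Carry-over of RNAs without a poly(A) tail predicts more rises than falls of tRNA, rRNA, snRNA and snoRNA genes, but at 4 h 33 were lower and 15 higher. That pooled count does not settle the question, because the kinds moved apart. By reference class 4 rRNA genes were higher and 16 lower, 4 snoRNA genes higher and 20 lower, but 6 tRNA genes higher and 0 lower. Carry-over stays open at 48 h too, when 73 were higher and 8 lower, and the study describes fragmented rRNA in these cells. A change of non-coding transcription with starvation time remains a hypothesis beside it.

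The 3 PHO lncRNAs were called lower at 4 h, and 0 of them were called lower at 8 h, when their median log2 fold change was −0.11. Spill-over of a fixed share of reads would need each neighbouring mRNA to rise as much as its lncRNA from 4 h to 48 h. By log2 difference of 48 h minus 4 h, the lncRNAs rose by 2.02 ± 0.26 (*nc-pho1*) to 2.92 ± 0.18 (*nc-tgp1*). The SE of these differences comes from the rebuilt dispersion and not from the authors. The mRNAs changed by −0.27 ± 0.09 (*pho1*) to 0.54 ± 0.09 (*pho84*). These values, compared after the data were seen, argue against such spill-over as the source of the return for the 3 pairs. A share that grew with time was not tested and stays open. A general rise of non-coding RNAs between 4 h and 48 h stays open and may account for the return: the median change of the 3 lay at percentile 84.6 of random sets of 3 non-coding RNAs matched on expression. The median of all annotated non-coding RNAs also moved mostly between 4 h and 8 h, from 0.25 to 1.08. Time in starvation itself was not tested apart from it.

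Ribosomal protein mRNAs came part of the way back between 8 h and 48 h, with a median change of 1.77 on the log2 scale. Scaling of the libraries would move other lowered lists alike, but the median change was 0.0064 for aminoacyl tRNA synthetases, 0.18 for translation factors, 0.31 for RNA polymerase I and 0.48 for ribosome assembly, so a smaller part of the change stays open to it. Regression of low values towards 0 is argued against too, since for the 130 of 138 genes with matched partners the median change, 1.76, lay at percentile 100 of 10000 random lists of other genes with the same log2 fold change at 8 h, whose medians ran from 0.40 to 0.67 over their middle 95%. A recovery of these mRNAs during prolonged starvation is a candidate explanation, as a hypothesis found and tested on the same data.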

How the results depend on the processing

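Chosen after the data were seen were the approximate Wald test, the mean-count minimum for 48 h against 4 h and the lists as first written. At 1.5-fold the number of called genes was 3061 at 4 h, 3878 at 8 h and 3890 at 12 h, and at 4-fold it was 639, 990, 930, 1000, 931 and 1057 from 4 h to 48 h. At 4-fold 370 were higher and 269 lower at 4 h, and 868 and 189 at 48 h, so falls did not grow in number between these times as they did at 2-fold. Responsive genes numbered 1007 (582 higher, 425 lower) when all 6 times were required and 987 (676 higher, 311 lower) at 4-fold, and 2014 were lower at 1.5-fold. These thresholds admit more or fewer genes by construction. Other totals over both directions stayed within 1.5 times the reported ones, for adjusted p at or under 0.01, the mean-count minimum, both centrings and protein-coding genes only, and for 48 h against 4 h with 1796 genes in the approximate Wald test and 1573 with the minimum. Split by direction, protein-coding genes only gave 620 rises in place of 997 at 4 h and 903 in place of 1712 at 48 h, and falls then outnumbered rises. At 12, 24, 36 and 48 h that order did not hold with centring on the median protein-coding gene, which left 830, 844, 903 and 887 falls over all classes. No filter on low counts is the setting reported. Over all 6 times 116 list calls were made, and no list turned its direction at 4 h or 48 h under any list alternative. Calls lost or gained there were those of the iron regulon, mating genes, RNA polymerase III and the RNAs without a poly(A) tail given above, and of 2 lists that were gained at 4 h, respiration with centring on the median protein-coding gene (13 of 40 higher) and vacuolar proteases as first written (4 of 8 higher). The cause was not tested. No paired analysis was possible because only group means and comparison columns were used, so replicate numbers carry no values. For the same reason fits on counts with other normalisations, fits on 0 h and a single time, leaving out replicates, other splits of the samples, camera and fry were not run. At 48 h the median SE of called members was 0.70 for tRNA, rRNA, snRNA and snoRNA genes, 0.23 for annotated non-coding RNAs and 0.07 for aminoacyl tRNA synthetases.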

Other observations

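RNAs outside the protein-coding class were counted by kind, without a test between kinds. Of 51 snoRNA genes 4 were higher and 20 lower at 4 h, and 26 were higher and 1 lower at 48 h. Of 119 tRNA genes 6 were higher at 4 h and 30 at 48 h, from very low counts. The lncRNA class made up 1.07% of the summed mean counts at 0 h, 1.51% at 4 h and 2.84% at 48 h. Non-coding RNAs that overlap no protein-coding gene in the reference were higher at 48 h for 245 of 435, those that overlap a gene on the opposite strand only for 383 of 743, and those that overlap a gene on the same strand for 77 of 170.

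The most abundant mRNA changed with time. The gene with the highest mean was *fba1* at 0 h, with 0.925% of the sum, *pho1* at 12 h, with 2.54%, and *gpd3* at 36 h, with 2.34%. The 3 PHO mRNAs together made up 0.230% at 0 h, 3.47% at 12 h and 1.99% at 48 h.

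Counted as genes, 80 of the large and 54 of the small ribosomal subunit fell as responsive genes. These counts are higher than the numbers quoted from the study above, and the reason was not tested. With paralogues joined by their symbols, they came to 45 of 46 and 31 of 31. The study's numbers are above these totals of 46 and 31, so joining by symbol within these lists does not reproduce them. Because the totals depend on the lists used here, whether the study counted by protein stays open.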
